A study of Homo sapiens with 6 samples. Its data were reported in "Transcriptional and epigenetic characterization of a new in vitro platform to model the formation of human pharyngeal endoderm" (2024).

How the data were processed

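Chromatin accessibility was profiled by ATAC-seq, an assay in which the Tn5 transposase cuts open DNA and attaches sequencing adapters to it. The cells came from H9, an established human embryonic stem cell line, taken through a stepwise endoderm differentiation. Definitive endoderm (DE) was collected at day 2. Anterior foregut endoderm (AFE) was collected at day 5 without retinoic acid (RA), and pharyngeal endoderm (PE) at day 5 after exposure to 200 nM RA. There were 6 libraries, A and B of each of the 3 groups, and group, replicate letter, day and sequencing run were taken from the sample labels. DE-A and PE-A were sequenced in run 1, DE-B and PE-B in run 2, and both AFE libraries in run 3.

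The authors trimmed the reads with Trimmomatic, aligned them to hg38 with Bowtie2, kept confidently and concordantly aligned pairs, and removed duplicates with Picard. They also removed mitochondrial and unplaced sequences and the ENCODE blacklist, and shifted the alignments for the 2 cut ends left by Tn5. Peaks were called by the authors with MACS2 2.2.7.1 on fragments, with no control library, with summits resolved, separately in each library and never on pooled replicates. A deposited peak list therefore holds only what passed the authors' threshold in that library, and a region without a peak has no value in it.

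Each deposited line was 1 summit, with the start and end of its region, a score, a fold and 2 significance values. The deposited score was a whole number equal to the integer part of 10 times the −log10 q value, except on 2 to 12 lines per library. The deposited fold enrichment, a ratio, was the fragment pileup at the summit plus 1 over the local background plus 1. The authors' −log10 p and −log10 q values came from a Poisson model of that pileup, and every deposited line had a q value under 0.05. The fold and the q value of a peak were the authors' own values and were used here to describe, rank or filter peaks within their own list, to solve the pileup as below, and to rank the named regions by the lower fold of the 2 libraries of a group.

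Lines sharing start and end were collapsed into 1 region per library, placed at its strongest summit. The peak lists carry no read totals, so the pileup and the background (lambda) at each summit were solved from the deposited fold and −log10 p. The solved pileup lay within 0.02 of a whole number for 100% of summits in all 6 libraries, against 4% by chance. MACS2 sets its lowest lambda to the total fragment coverage divided by its genome size of 2.7 Gb, so the lowest lambda gave each library's fragment coverage. In paired-end mode the shortest region MACS2 reports is set by default to the mean fragment length. The coverage divided by the shortest region was therefore used as an estimate of the number of fragments, and this estimate fails if the authors changed that default. Coverage ranged from 8.41 Gb in PE-B to 21.7 Gb in DE-A, so weak regions could be detected less often in PE-B than elsewhere.

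Regions of all 6 libraries that overlapped by at least 1 bp were merged into a union set. A union region belonged to a group's consensus if it was called in both libraries of that group. For each of the 3 contrasts, a gained region was called in both libraries of the second group and in neither of the first, a lost region was the reverse, and a common region was called in all 4. The study's read count model was not rerun, because peak lists hold no counts for regions that were not called. The gained and lost counts have no p-value and were set beside the counts from the 2 other ways to split the same 4 libraries into pairs.

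Group means of the number of regions were compared with two-sided exact permutation tests of 2 libraries against 2. DE and PE were compared within sequencing run with exact sign flips, because the labels give DE-A with PE-A and DE-B with PE-B the same run and the study processed these groups together. Pairwise overlap was the Jaccard index, the bp shared by a pair of libraries over the bp covered by either, and the same-group pairs were compared with all 15 ways to part 6 libraries into pairs (one-sided exact test). Promoter regions had their summit within 3 kb of a transcription start site (TSS) of a protein-coding gene in GENCODE release 44, which holds 78398 such TSSs of 19626 genes. All peaks lay within the hg38 chromosome lengths of the reference used here. Shares carry exact Clopper-Pearson 95% intervals, which cover counting error only, and odds ratios come from two-sided Fisher's exact tests. Regions are not replicates, so the range of each odds ratio over single library pairs was computed as well, using the 2 within-run pairs for DE vs PE and all 4 pairs for the other contrasts.

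Gained minus lost regions within 50 kb of a TSS were averaged over 3 lists of marker genes. The DE list held SOX17, EOMES, GSC, CER1, CXCR4, GATA4, GATA6, LEFTY1, LEFTY2, NODAL, MIXL1 and HHEX. The PE list held TBX1, NKX2-5, PAX9, PAX1, RIPPLY3, SOX2, FOXA1, FOXA2, GATA3 and HES1. The RA list held 11 genes, among them HOXA2, HOXB1, HOXB2, RARA, RARB, CYP26A1, CYP26B1, DHRS3, MEIS1 and MEIS2; the remaining gene counted in the list mean, but it and the values that rest on the same regions are not reported here. Each mean was set against 10000 random lists of protein-coding genes of equal size, matched over 20 bins of nearby regions (two-sided permutation test), with Benjamini-Hochberg adjustment over 9 tests. Genes are not replicates. This test takes the libraries as fixed, so its p-value does not measure the spread between libraries. For 12 motifs written as fixed base strings, the share of regions with a match on either strand within 100 bp of the summit was compared between gained and lost regions by Fisher's exact test, adjusted over 36 tests. A motif was called only if its adjusted p-value was under 0.05 and its odds ratio had 1 direction in every library pair of the contrast.

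The lists, motifs, tests and the rule for named items were set before the data were examined. Every list member was computed, and full values are given for at most 4 genes per list with the largest absolute gained minus lost, in DE vs PE for the DE and PE lists and in AFE vs PE for the RA list. In each contrast the 2 gained and the 2 lost regions with the highest fold in the lower of their 2 libraries are named. Coordinates are 1-based on hg38.

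The alternatives tried were only peaks with a −log10 q of at least 5, the same number of top regions in every library, windows of 100 bp around summits in place of regions, calls allowed in at most 1 library of the other group (no replicate block), counting summits, an overlap of 50% of both regions, promoters of 1 kb, a 25 kb gene window, a 200 bp motif window, a Mantel-Haenszel odds ratio over 10 bins of GC content, regions outside promoters only, and leaving out each library in turn. Thinning the solved pileups to equal coverage or to equal fragment numbers, testing whether the whole region lay within the promoter distance, and keeping 1 gene per locus were added after the data had been seen.

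The code was tested on simulated data. In a simulated contrast of 2 libraries against 2 over 117967 regions, every region could be missed in any library at random, at 1 fixed rate. Of 2000 regions planted as gained, 1616 (80.8%) were recovered, and of 4000 planted as lost, 3252 (81.3%). Because common regions could also be missed by chance, planted regions made up 64.8% of the regions called gained and 77.4% of those called lost in that simulation. The recovery and these shares follow from the rate that was set, with misses independent of strength and depth. They check the code and do not estimate the same shares in the real data. All 20000 simulated pileups and all 12 planted motifs were recovered. With gained and lost regions drawn at random for all 19626 genes, the test of the DE list gave a p-value under 0.05 in 9 of 200 draws (4.50%), and with 2 net regions fewer at each gene of the list it did so in 196 of 200 (98.0%). Thinning kept 42566 simulated regions, against 42548 when the lower depth was drawn directly. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Other data types of the study were not used here.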

Results

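Accessible chromatin was profiled by ATAC-seq in endoderm cells derived from the human embryonic stem cell line H9. The design had 3 groups of 2 libraries each. DE at day 2 is the precursor of both day 5 groups, and AFE and PE differed in the addition of 200 nM RA, a signal that patterns the foregut. DE-A and PE-A shared sequencing run 1 and DE-B and PE-B shared run 2, while both AFE libraries came from run 3. In contrasts with AFE, batch and group cannot be told apart. With 2 libraries per group none of the exact tests used across libraries could reach 0.05. The smallest p allowed was 0.333 for an exact test of 2 against 2, 0.5 for exact sign flips of 2 within-run pairs, and 0.0667 for an exact test over 15 pairings.

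The libraries held between 100149 and 148110 accessible regions. DE-A had 125331 regions and DE-B 148110, AFE-A had 122623 and AFE-B 108705, and PE-A had 106628 and PE-B 100149. Fragment coverage recovered from the peak lists was 21.7 Gb in DE-A, 14.4 Gb in DE-B, 15.5 Gb in AFE-A, 14.8 Gb in AFE-B, 19.1 Gb in PE-A and 8.41 Gb in PE-B. The estimated number of fragments (in M, the SI prefix mega) was 70.6 M in DE-A, 66.5 M in DE-B, 69.3 M in AFE-A, 65.6 M in AFE-B, 63.8 M in PE-A and 41.5 M in PE-B. PE-B was therefore the shallowest library by either measure. The length of the regions followed the run more than the group. The median region length was 961 ± 26.9 bp (SD, n = 2) in run 1, 585 ± 58.0 bp (SD, n = 2) in run 2 and 669 ± 5.66 bp (SD, n = 2) in run 3. With the run ignored, the 3 groups did not differ in median region length beyond what 15 pairings gave (exact p = 0.933). Within the runs PE minus DE was -38 bp in run 1 and -82 bp in run 2, 1 direction in both pairs, and the mean of -60 bp exceeded the SD of 31.1 bp between the pairs (exact sign-flip p = 0.5).

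**Figure D1:**
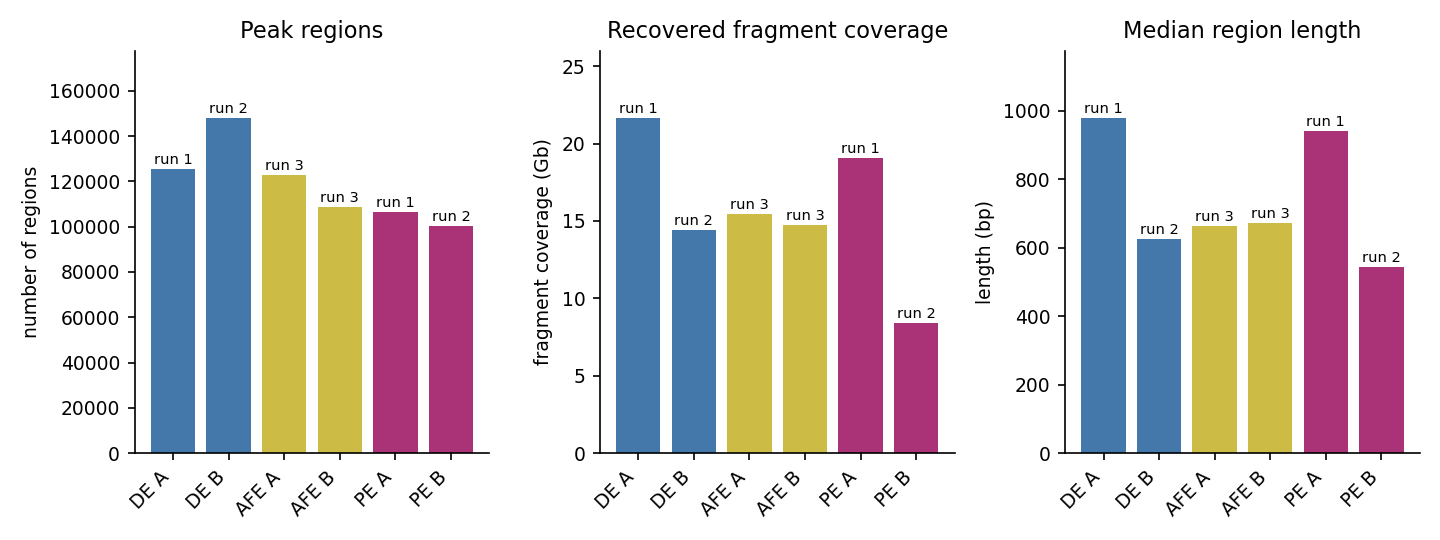
Number of accessible regions, fragment coverage in Gb and median region length in bp, 1 bar per library, with the sequencing run given for each. PE-B has the lowest coverage, at 8.41 Gb, and the longest regions are those of run 1, DE-A at 980 bp and PE-A at 942 bp.

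The first question was whether the amount of open chromatin changed between stages. The mean number of regions was 136720 ± 16107 (SD, n = 2) in DE, 115664 ± 9842 (SD, n = 2) in AFE and 103388 ± 4581 (SD, n = 2) in PE. From DE to PE the number fell by 33332. It fell by 18703 within run 1 and fell by 47961 within run 2, so both pairs went in 1 direction and the mean difference exceeded the SD of 20689 between the pairs (exact sign-flip p = 0.5). From DE to AFE it fell by 21056.5, against a pooled SD of 13347 (exact permutation p = 0.333). From AFE to PE it fell by 12275.5, against a pooled SD of 7676 (exact permutation p = 0.333). Over all 3 groups the exact p was 0.0667, the smallest that 15 pairings can give. The DE to PE difference moved most when 1 library was left out, to -44721.5 without DE-A and -21942.5 without DE-B. The share of regions in promoters was 15.9 ± 0.655% (SD, n = 2) in DE, 18.5 ± 1.11% (SD, n = 2) in AFE and 20.01 ± 1.57% (SD, n = 2) in PE, and the exact p over 15 pairings was 0.133.

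Replicates were next compared with libraries of other groups. The Jaccard index of same-group pairs averaged 0.580 ± 0.105 (SD, n = 3 pairs), with 0.556 for DE, 0.694 for AFE and 0.488 for PE. The 12 pairs of different groups averaged 0.385 and ranged from 0.299 to 0.451, below each same-group value. The gap of 0.194 was the largest of the 15 pairings (exact p = 0.0667, the smallest possible). With 1 library left out in turn it ranged from 0.145 (without AFE-B) to 0.252 (without PE-A). AFE and PE libraries overlapped more (0.446 ± 0.00554, SD, n = 4 pairs) than DE and AFE (0.362 ± 0.0115, SD, n = 4 pairs) or DE and PE (0.347 ± 0.0417, SD, n = 4 pairs). The AFE replicates, which shared a run, had the highest index, and the replicates of DE and PE each came from different runs.

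**Figure D2:**
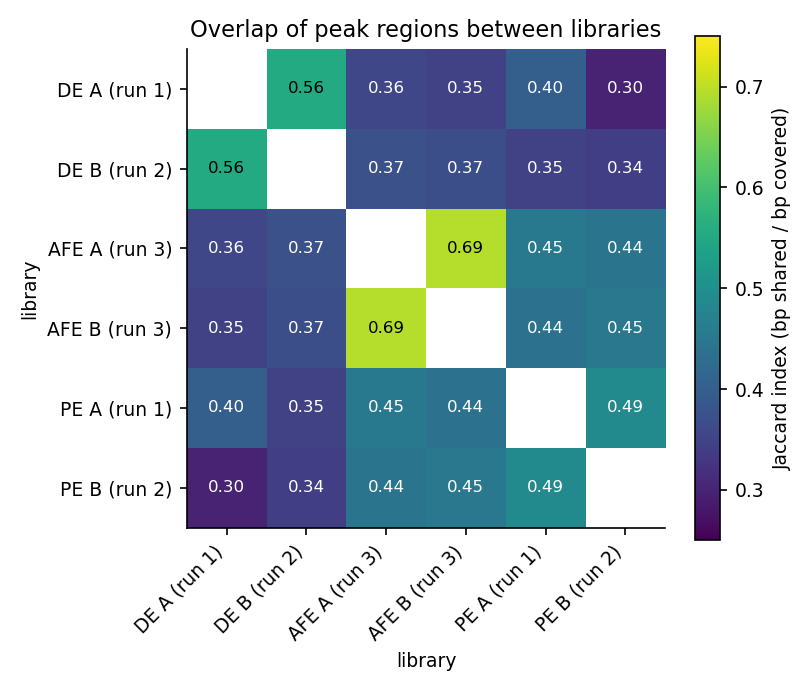
Jaccard index in bp (shared over covered by either library) for every pair of the 6 libraries, shown as a colour scale with the value in each cell. Same-group pairs lie between 0.488 and 0.694 and pairs of different groups between 0.299 and 0.451.

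Merging the 6 lists gave 221717 union regions, of which 162940 were called in at least 2 libraries. The consensus held 107603 regions in DE, 95248 in AFE and 80453 in PE. These made up 68.7% of the regions called in either DE library, 74.9% for AFE and 67.4% for PE. Of the 154020 regions in any consensus, 50028 (32.5%) belonged to all 3 groups. There were 38915 (25.3%) in the DE consensus alone, 22729 (14.8%) in that of AFE alone and 13120 (8.52%) in that of PE alone. AFE and PE shared 10568 regions without DE, DE and AFE shared 11923 without PE, and DE and PE shared 6737 without AFE. The order of DE and AFE depended on the number of regions taken. With the same number of top regions, 100149, in every library, the consensus was 82799 in DE, 85061 in AFE and 78849 in PE.

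DE and PE span the differentiation from day 2 to day 5 with RA and were the only groups compared within runs. There were 16780 regions gained in PE, 38280 lost and 56765 common. The 55060 changed regions were 14.9 times the 3703 found when the same libraries were split by sequencing run, and 25.6 times the 2154 of the third split. Lost regions made up 69.5% of changed regions, and the ratio of lost to gained was 2.28. In single within-run pairs the ratio of regions called only in DE to those called only in PE was 1.55 in run 1 and 2.59 in run 2. Taking the same number of regions per library moved the split most, to 53.5% lost (25878 lost against 22504 gained). Without PE-B, the shallowest library, 59.1% of changed regions were lost.

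**Figure D3:**
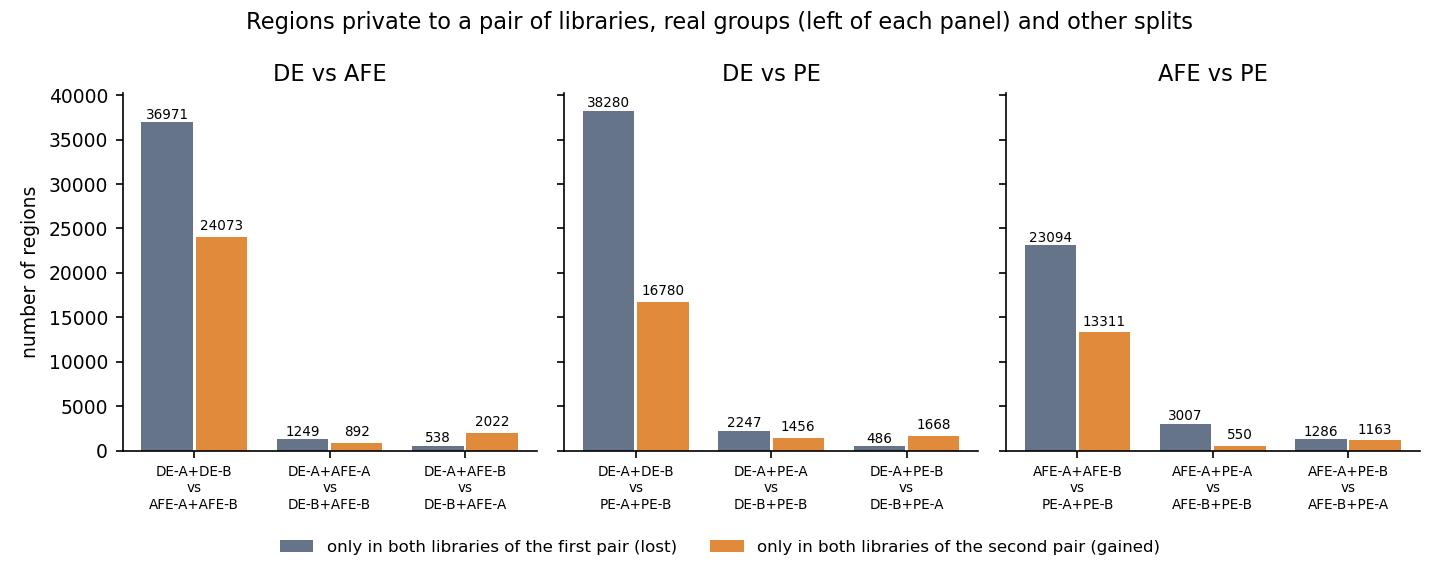
Number of regions called in both libraries of 1 pair and neither of the other, for the real groups (left in each panel) and for the 2 other splits of the same 4 libraries, with grey bars for regions of the first pair and orange bars for the second. The real splits give 61044 regions for DE vs AFE, 55060 for DE vs PE and 36405 for AFE vs PE, and no other split exceeds 3703.

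The position of changed regions relative to promoters was asked next. In DE vs PE, 5.36% of gained regions (95% exact interval 5.03 to 5.72%) and 3.82% of lost regions (3.63 to 4.01%) lay within 3 kb of a TSS, against 29.7% of common regions (29.3 to 30.1%). The odds ratio against common regions was 0.134 for gained regions, with 0.167 and 0.185 in the 2 within-run pairs, and 0.0940 for lost regions, with 0.127 and 0.138. Fisher's exact test gave p = 1e-300, the smallest value written, in both cases. The narrower promoter of 1 kb moved these most, to 0.0737 for gained and 0.0378 for lost regions. Common regions were also stronger and longer. Their median −log10 q was 55.9, against 12.1 in gained and 19.1 in lost regions. Their median union length was 1563 bp, against 866 and 942 bp. The other contrasts had the same order of common above changed regions. No setting matched regions on strength or length, so their part in the odds ratios was not tested.

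Near the 12 genes of the DE list, gained minus lost regions averaged -2.92 per gene in DE vs PE, against -0.76 in matched random lists, a difference of -2.15 (adjusted permutation p = 0.00180). Over the 2 within-run library pairs, the mean of these genes had an SD of 1.94, a spread the p-value does not measure. Of these genes, 10 had more lost than gained regions and 2 had equal numbers. CER1 (chromosome 9, TSS at 14722733, minus strand) had 0 gained and 8 lost regions among 16 union regions, with 14 regions in each DE library, 6 in each AFE library and 5 in each PE library. GSC (chromosome 14, TSS at 94770113, minus strand) had 0 gained and 5 lost regions, with 12 regions in each DE and AFE library and 5 in each PE library. EOMES, GATA6 and MIXL1 tied for the next place, each with 4 more lost than gained regions. The 25 kb window moved the list most, to a difference of -0.92 (adjusted permutation p = 0.126), so the call depended on the window. Over the 7 alternatives that kept all libraries the adjusted permutation p ranged from 0.00270 to 0.126.

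The PE list differed from random lists by 1.15 in DE vs PE (adjusted permutation p = 0.129), and 5 of its 10 genes had more gained than lost regions, 1 had more lost and 4 had equal numbers. FOXA2 (chromosome 20, TSSs from 22584572 to 22585455, minus strand) was the gene with more lost regions, 5 against 2 gained. TBX1 (chromosome 22, TSSs from 19756703 to 19760778, plus strand) had 2 gained and 0 lost regions, with 10 regions in each DE library, 15 and 14 in AFE and 16 and 14 in PE. SOX2, FOXA1, GATA3 and HES1 tied for the next place, each with 1 more gained than lost region. The RA list differed by 1.44 in the same contrast (adjusted permutation p = 0.0560, unadjusted 0.0249). With the same number of regions per library the difference of the PE list was 1.33 (adjusted permutation p = 0.0232) and that of the RA list 2.55 (adjusted permutation p = 0.000900), so neither call was independent of the setting. Over the 7 alternatives with all libraries the adjusted permutation p ranged from 0.0232 to 0.400 for the PE list and from 0.000900 to 0.736 for the RA list.

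Of the 12 motifs, 7 were more frequent in gained than in lost regions of DE vs PE and 5 in lost than in gained regions. The DR5 motif of the RA receptors (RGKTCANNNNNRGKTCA) was in 65 of 16780 gained and 12 of 38280 lost regions, a log2 odds ratio of 3.63 (95% interval 2.74 to 4.52), with 2.56 and 2.64 in the within-run pairs (Fisher's exact test, adjusted p = 2.32e-22). Log2 odds ratios were 2.00 for the DR2 motif of the same receptors, 1.76 for FOX, 1.57 for PBX-HOX, 0.94 for MEIS, 0.42 for AP-1 and 0.18 for NKX2. Among motifs more frequent in lost regions they were -2.34 for TBX/EOMES, -2.27 for CTCF, -1.90 for GATA, -1.77 for OTX/GSC and -0.86 for SOX. The GATA motif was in 52.7% of lost regions, 22.9% of gained regions and 20.9% of common regions. CTCF, included as a control with no known stage, was in 0.967% of lost, 0.203% of gained and 3.89% of common regions. Leaving out DE-B moved CTCF to -1.19, DR2 to 1.09 and SOX to -0.47, and leaving out PE-A moved DR5 to 2.35. AP-1 was 0.041 without PE-A. In the setting without the run pairing its direction was not the same in all 4 library pairs, so it was not called there.

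**Figure D4:**
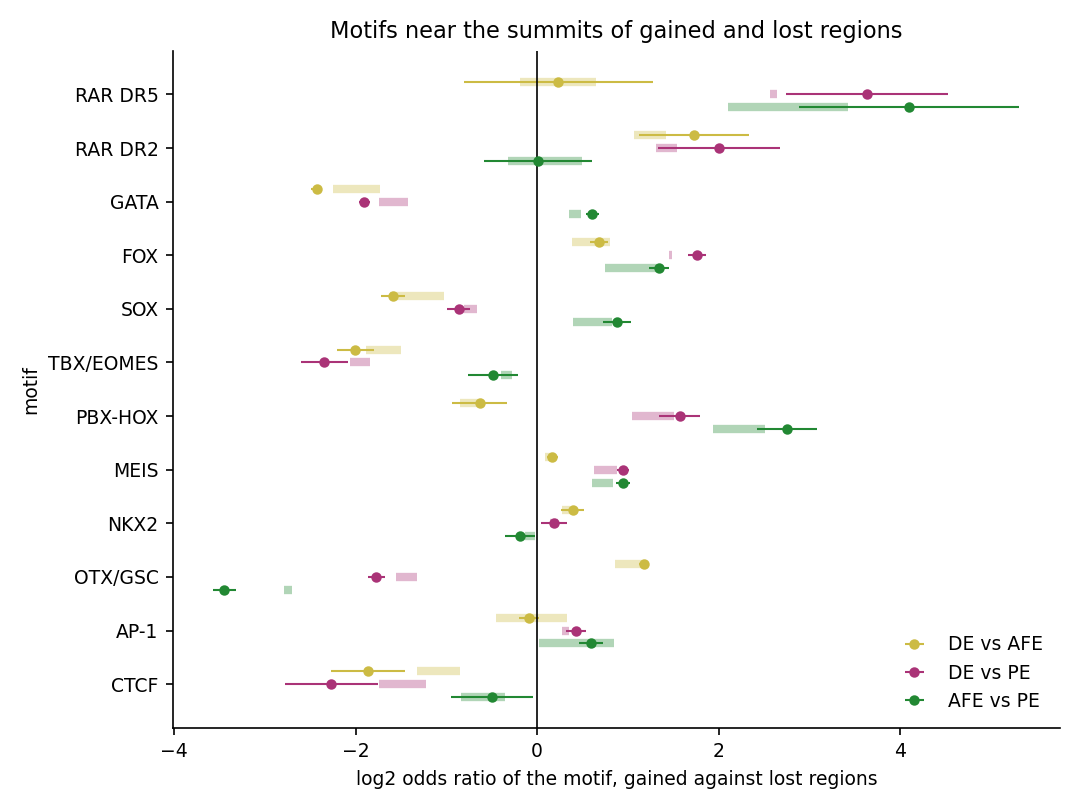
Log2 odds ratio of each of the 12 motifs, gained against lost regions, in the 3 contrasts, with lines for the 95% interval and pale bars for the range over library pairs. DR5 lies furthest to the gained side in AFE vs PE, at 4.10, and OTX/GSC furthest to the lost side, at -3.44.

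The gained regions of DE vs PE with the highest fold in both libraries were on chromosome 6 from 98416245 to 98417123 (fold 14.2 in PE-A and 15.1 in PE-B) and on chromosome 1 from 66481077 to 66481774 (13.2 and 16.5). Both were intergenic, 417606 bp from the nearest protein-coding TSS, of POU3F2, and 51815 bp from that of SGIP1. The lost regions with the highest fold were on chromosome 9 from 94338302 to 94339456 (14.8 in DE-A and 16.0 in DE-B), in an exon of the long noncoding RNA gene ENSG00000232063, and on chromosome X from 89432885 to 89433238 (13.97 and 18.3), in an intron of the long noncoding RNA gene ENSG00000225012. The same lost regions led the contrast of DE with AFE.

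DE vs AFE addressed the step to day 5 without RA. There were 24073 gained, 36971 lost and 61951 common regions, with a lost share of 60.6%. The 61044 changed regions were 28.5 and 23.8 times those of the other splits, which gave 2141 and 2560. In single library pairs the ratio of regions called only in DE to those called only in AFE ranged from 1.15 to 2.05, all across runs. With the same number of regions per library the lost share was 50.4%, 26827 lost against 26361 gained. Without AFE-B the split was 39386 lost against 37411 gained, and without DE-A it was 64481 lost against 27957 gained. In promoters lay 5.44% of gained regions (5.15 to 5.73%), 4.13% of lost regions (3.93 to 4.34%) and 27.7% of common regions. Their odds ratios against common regions were 0.150 for gained regions, with 0.172 to 0.188 over 4 library pairs, and 0.113 for lost regions, with 0.138 to 0.154 (Fisher's exact test, p = 1e-300 in both).

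The DE list differed from random lists by -1.48 in DE vs AFE (adjusted permutation p = 0.0486), with more lost than gained regions at 10 of 12 genes. The PE list differed by 1.64 (adjusted permutation p = 0.0486), with more gained regions at 5 of 10 genes and more lost at 3. Gained minus lost ranged from -3 at FOXA2 to 7 at HES1. TBX1 followed with 4, so HES1 and TBX1 weighed most in the mean. Over the 4 library pairs the mean had an SD of 0.828 for the DE list and 0.702 for the PE list. Both adjusted p-values were just under the threshold, and each was above it in several other settings. With a 25 kb window the difference was -0.55 for the DE list (adjusted permutation p = 0.499) and 1.29 for the PE list (adjusted permutation p = 0.126). Over 7 alternatives the adjusted permutation p ranged from 0.0106 to 0.499 for the DE list and from 0.0106 to 0.233 for the PE list. The RA list differed by 0.81 (adjusted permutation p = 0.294).

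There were 5 motifs more frequent in gained and 5 in lost regions of DE vs AFE. The log2 odds ratio was 1.73 for DR2, 1.18 for OTX/GSC, 0.69 for FOX, 0.39 for NKX2 and 0.17 for MEIS. It was -2.43 for GATA (54.9% of lost and 18.4% of gained regions), -2.001 for TBX/EOMES, -1.86 for CTCF, -1.59 for SOX and -0.63 for PBX-HOX. The OTX/GSC motif was in 27.2% of gained and 14.2% of lost regions (Fisher's exact test, adjusted p = 7.2e-300, the smallest value the adjustment could give). DR5 was not called, in 13 of 24073 gained and 17 of 36971 lost regions (log2 odds ratio 0.23, 95% interval -0.81 to 1.27), and neither was AP-1 (-0.09). Leaving out DE-B moved CTCF to -0.83 and DR2 to 0.847. The gained regions with the highest fold were on chromosome 5 from 99515942 to 99516774 (17.4 in AFE-A and 17.6 in AFE-B), intergenic and 587274 bp from the TSS of CHD1, and on chromosome 3 from 105213202 to 105213947 (16.9 and 17.3), intergenic and 153440 bp from that of ALCAM.

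AFE vs PE addressed the response to RA at a fixed day, with AFE as the group not exposed to it. There were 13311 gained, 23094 lost and 60596 common regions, and 63.4% of changed regions were lost. The 36405 changed regions were 10.2 and 14.9 times the 3557 and 2449 of the other splits. The ratio of regions called only in AFE to those called only in PE ranged from 0.971 to 2.00 over the 4 library pairs, and in the pair AFE-B with PE-A it was under 1. Without PE-B the split was 26826 lost against 26484 gained, 50.3% lost. The excess of lost regions was therefore not shown in every library pair. Promoters held 5.14% of gained regions (4.77 to 5.53%), 4.83% of lost regions (4.56 to 5.11%) and 28.4% of common regions. The odds ratio against common regions was 0.137 for gained regions (0.162 to 0.199 over 4 library pairs) and 0.128 for lost regions (0.159 to 0.163), with p = 1e-300 by Fisher's exact test.

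No gene list stood apart in AFE vs PE. The difference from random lists was -0.44 for the DE list (adjusted permutation p = 0.370), -0.18 for the PE list (adjusted permutation p = 0.760) and 0.72 for the RA list (adjusted permutation p = 0.238, unadjusted 0.158). The sign of the PE list changed in other settings, for example to 0.62 without PE-A. In the RA list 3 genes had more gained, 3 more lost and 5 equal numbers of regions. CYP26B1 (chromosome 2, TSSs from 72143084 to 72147862, minus strand) had 0 gained and 2 lost regions. RARA, DHRS3 and MEIS2 each had a difference of 1 region.

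In AFE vs PE, 7 motifs were more frequent in gained and 4 in lost regions. DR5 was in 59 of 13311 gained and 6 of 23094 lost regions, a log2 odds ratio of 4.10 (95% interval 2.89 to 5.31), ranging from 2.10 to 3.42 over the 4 library pairs (Fisher's exact test, adjusted p = 1.44e-19). PBX-HOX followed with 2.75, then FOX with 1.34, MEIS with 0.94, SOX with 0.88, GATA with 0.61 and AP-1 with 0.59. The OTX/GSC motif was in 35.01% of lost, 4.72% of gained and 9.10% of common regions, a log2 odds ratio of -3.44 (95% interval -3.57 to -3.32), ranging from -2.79 to -2.70 over library pairs. The values were -0.50 for CTCF, -0.49 for TBX/EOMES and -0.19 for NKX2, and the NKX2, CTCF and AP-1 calls were lost in some settings. With libraries left out CTCF ranged from -1.36 (without PE-A) to -0.068 (without AFE-A), DR5 fell to 2.29 and AP-1 to 0.15 without PE-A, and FOX fell to 0.75 and GATA to 0.37 without PE-B. DR2 was in 0.270% of gained and 0.268% of lost regions, with no difference (log2 odds ratio 0.01).

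The gained regions with the highest fold in AFE vs PE were on chromosome 15 from 64326609 to 64327494 (14.1 in PE-A and 16.2 in PE-B), in an intron of CSNK1G1, and the chromosome 1 region near SGIP1 that was also gained against DE. The lost regions were the chromosome 3 region near ALCAM that had been gained from DE to AFE, and a region on chromosome 5 from 12250052 to 12250945 (15.7 in AFE-A and 15.2 in AFE-B), intergenic and 346138 bp from the TSS of CTNND2.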

Values the study reported

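From the same ATAC-seq libraries the study counted 107,569 accessible regions in DE, 95,231 in AFE and 80,441 in PE. It found 50,015 of these regions in all of the conditions it compared. The study placed about 33% of the peaks without a significant accessibility change in promoters. For its clusters of regions whose accessibility fell from DE to PE the figure was about 9%. Its largest cluster, regions less accessible after the DE stage, held 30,927 peaks.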

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

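The alternatives that thinned the libraries, tested the whole region against the promoter distance or kept 1 gene per locus were chosen after the data had been seen, and all others before. Over all results except single motifs, 377 of 443 recomputed values were scored the same, while 42 moved further, 9 became stronger, 10 weaker and 5 reversed. Tested values were the same if they kept their direction and their side of the threshold. With 1 library left out they had to stay within the spread of the replicates. Counts of regions and of called motifs were the same within 1.5 times their value. The changed lost shares and the reversed order of DE and AFE given below were therefore scored the same. For single motifs these numbers were 436 of 504 scored the same, 45 moved, 13 weaker and 10 reversed. With 1 library left out the call of a motif was not compared, and some lost calls were scored the same. Without AFE-B the motifs called in lost regions of AFE vs PE fell from 4 to 2, while TBX/EOMES, CTCF and NKX2 were all scored the same.

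The differences in the number of regions per library and the overlap of replicates did not change direction or leave their replicate spread in any alternative. None of the exact tests across 2 libraries per group could have crossed a threshold. The consensus counts stayed within 1.5 times their values, from 82799 to 116309 for DE, 76742 to 108261 for AFE and 61792 to 85915 for PE in the 5 alternatives with all libraries. The order of DE and AFE reversed with equal numbers of regions (82799 and 85061), which removes the larger totals of DE by construction. The comparison of DE with PE without the replicate block gave the same mean difference of -33332, with an exact permutation p of 0.333 in place of 0.5 with the pairing by run. Taking out the pairing and allowing calls in 1 library of the other group changed 3 list calls, given with the lists, and raised the lost regions of AFE vs PE to 34652, because fewer regions are excluded. It changed no other call except those of 2 single motifs.

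With the same number of regions per library the lost share was 50.4% for DE vs AFE and 53.5% for DE vs PE, against 60.6% and 69.5%. This setting forces the libraries to equal totals, so the gained and lost counts must come closer together. Leaving out PE-B gave 59.1% lost in DE vs PE and 50.3% in AFE vs PE, and leaving out PE-A gave 63.9% and 57.8%. A group of 1 library needs only that library to call a region, which holds for both, and why the shares fell further without PE-B was not tested.

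A group of 1 library also has fewer conditions to meet, so the counts rose when 1 library was left out in turn. In DE vs AFE they ranged from 24076 to 37411 gained (without AFE-B) and from 36975 to 64481 lost (without DE-A). In DE vs PE they ranged from 16798 to 28864 gained (without PE-B) and from 38302 to 67649 lost (without DE-A). In AFE vs PE they ranged from 13311 to 26484 gained (without PE-B) and from 23098 to 36716 lost (without AFE-B). Promoter odds ratios stayed below 1 in every alternative. With libraries left out they ranged from 0.150 to 0.174 for gained and 0.112 to 0.137 for lost regions of DE vs AFE, from 0.134 to 0.168 and 0.0941 to 0.118 for DE vs PE, and from 0.137 to 0.177 and 0.128 to 0.157 for AFE vs PE.

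The gene lists depended most on the processing. In DE vs AFE the DE list was no longer past the threshold with peaks of a −log10 q of at least 5 (-1.22), with calls allowed in 1 library of the other group (-1.60), with the 25 kb window (-0.55) and after thinning to equal coverage (-1.08). The PE list was no longer past it in these same settings (0.81, 1.74, 1.29 and 1.24) and after thinning to equal fragment numbers (1.26). The RA list came past it in DE vs AFE with equal numbers of regions (1.68) and after thinning to equal coverage (1.54) or fragments (1.41). In DE vs PE the DE list was weaker only with the 25 kb window (-0.92), and the PE list was stronger with equal numbers of regions (1.33). The RA list was stronger in DE vs PE with peaks of a −log10 q of at least 5 (2.11), equal numbers of regions (2.55), calls in 1 library of the other group (2.17), equal coverage (1.74) and equal fragments (2.04). In AFE vs PE the PE list changed sign with peaks of a −log10 q of at least 5 (0.096), equal numbers of regions (0.095), equal coverage (0.21) and equal fragments (0.13), without passing the threshold in any. The cause of these changes was not tested.

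Across the fits that each left out 1 library, the difference of the DE list in DE vs AFE ranged from -2.35 to -1.29 and that of the PE list from 1.59 to 2.46. The RA list ranged from 0.50 to 2.24 in DE vs AFE and from 1.13 to 3.19 in DE vs PE. The PE list ranged from 1.04 to 2.39 in DE vs PE and from -0.68 (without PE-B) to 0.62 (without PE-A) in AFE vs PE.

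The number of motifs called in each direction changed most in lost regions of AFE vs PE. The 4 motifs more frequent there became 2 with equal numbers of regions, 2 with the 200 bp window, 2 outside promoters only, and 3 with peaks of a −log10 q of at least 5, with no replicate block and after either way of thinning, and ranged from 2 to 4 when libraries were left out. With all libraries kept, the calls lost there were those of NKX2 and, where 2 were lost, also CTCF, the weakest 2 by adjusted p. The 7 motifs more frequent in gained regions of AFE vs PE became 6 with equal numbers of regions and with the 200 bp window, where AP-1 was no longer called, and 8 without PE-B. The 7 motifs more frequent in gained regions of DE vs PE became 6 with no replicate block, again through AP-1, and also without DE-B and without PE-A. In DE vs AFE the 5 motifs in each direction became 6 in gained regions without DE-A and 6 in lost regions without DE-B. Motifs that had not been called also changed sign. DR2 in AFE vs PE was -0.34 with peaks of a −log10 q of at least 5, -0.031 with equal numbers of regions, -0.060 with the 200 bp window, -0.10 over bins of GC content, and from -0.30 to 0.63 with libraries left out. DR5 in DE vs AFE ranged from -0.34 (without DE-B) to 0.68, and AP-1 in DE vs AFE from -0.29 to 0.22 (without DE-A). The cause was not tested.

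Depth limits what can be said of weak regions. Thinning to the coverage of PE-B kept 80.4% of the regions of DE-A and 88.8% of those of DE-B, so a region missing from PE-B alone need not have been closed there.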

Other observations

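The 3 tests of sequencing depth as a reason for the excess of lost regions, and the test of the sequencing run behind the DR5 motif, were chosen only after the results they bear on had been seen.

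Lost regions outnumbered gained regions in all 3 contrasts, and within each run the DE library had more coverage than the PE library (21.7 against 19.1 Gb in run 1, 14.4 against 8.41 Gb in run 2). If depth were the reason, the ratio of regions called only in the earlier library to those called only in the later library should fall to about 1 after thinning. For DE vs PE it did not. The lowest ratio over the within-run pairs and both ways of thinning was 1.41, in DE-A with PE-A thinned to equal fragments, and the ratio was 2.08 in DE-B with PE-B in that setting. The pairs of different runs ranged more widely, from 1.16 (DE-A with PE-B) to 2.46 (DE-B with PE-A), both thinned to equal coverage, so the size of the excess depended on the pair although every ratio stayed above 1. Depth as measured here therefore does not account for the whole excess in the within-run pairs of DE vs PE, and a net closing of regions from DE to PE is a hypothesis that stays open, since differences in signal quality between libraries were not tested. For DE vs AFE the lowest thinned ratio was 0.929 (DE-A with AFE-A) although the highest was 2.06, and for AFE vs PE it was 0.960 (AFE-B with PE-B) although the highest was 1.73. In the calls from all libraries the excess changed little with thinning. The lost share of DE vs AFE was 60.6% as sequenced, 57.8% at equal coverage and 59.1% at equal fragments, and that of AFE vs PE was 63.4%, 61.6% and 60.01%. Thinning thus removed little of these excesses, which argues against depth as the reason for most of them in the calls from all libraries. The thinned pairs lay on both sides of 1 only at equal coverage. At equal fragments every pair stayed above 1, with the lowest at 1.05 (DE-A with AFE-A) and 1.01 (AFE-B with PE-A). Whether these excesses go beyond the spread between libraries stays open. Apart from depth, no pair of these contrasts shared a run, so the run and the stage cannot be told apart there.

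The CTCF motif was meant as a control with no stage, yet it was more frequent in regions lost from DE to PE than in gained ones. A candidate explanation is that weak CTCF regions were called only in DE, the deeper library of each run. After thinning to equal coverage the log2 odds ratio was -1.99 (95% interval -2.46 to -1.52), so the excess remained. Over bins of GC content it was -2.66, further from 0 than the uncorrected -2.27, which argues against GC content. The motif was rare in both sets, in 0.967% of lost and 0.203% of gained regions, and was 3.89% in common regions. The excess thus rests on 370 lost and 34 gained regions, and leaving out DE-B gave -1.19. Whether CTCF occupancy changed stays open.

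Chromosome X was singled out after its values had been seen. In DE vs PE 74.8% of its changed regions were lost (1568 lost and 528 gained), above every autosome (57.3 to 72.6%, mean 68.5 ± 3.14%, SD over 22 autosomes). In DE vs AFE the share was 69.0%, against 56.1 to 64.8% on the autosomes. In AFE vs PE it was 58.8%, and 19 of the 22 autosomes lay at or above it. In single library pairs chromosome X was above every autosome in all pairs of DE with AFE and in all pairs of DE with PE except DE-A with PE-B, where 1 autosome was higher. A lower dosage of chromosome X at day 5 could lower the rank by fold of its regions called in all 6 libraries. Their median rank was 52.1% in DE-A and 52.0% in DE-B, 52.8% and 51.8% in AFE and 53.4% and 54.9% in PE, with no consistent drop. This cannot exclude dosage. The fold is taken over a local background that dosage could lower too, and regions lost at day 5 were not ranked. Chromosome X held 3.49% and 3.71% of the regions in DE, 3.06% and 3.01% in AFE, and 3.12% and 3.22% in PE. Outside promoters the lost share on chromosome X was 75.05%, still above every autosome, which argues against its lower number of promoters as the reason. After thinning to equal coverage it was 71.9%, against at most 69.5% on an autosome, which argues against depth. The odds ratio of a changed region being lost, chromosome X against autosomes, was 1.31 (95% interval 1.19 to 1.45), and 1.24 over bins of GC content, so GC content could carry a part of the excess but not all of it. A difference in regulation of chromosome X between DE and the day 5 cells is a hypothesis that stays open and was not tested.

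DE and PE libraries of 1 sequencing run overlapped more on average, with a mean Jaccard index of 0.372, than those of different runs, with 0.323. The single pairs did not separate, with 0.401 and 0.343 for the same-run pairs and 0.299 and 0.347 for the others. Regions were longer in run 1, and region length could produce such a difference. With windows of fixed length around the summits, the index was 0.202 and 0.209 for the same-run pairs and 0.175 and 0.180 for the others, a mean difference of 0.0280, so length alone does not explain it. Counting shared union regions in place of bp gave 0.447 and 0.389 for same-run pairs and 0.409 and 0.412 for the others, with no separation. What the runs share beyond length stays open.

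The DR5 motif was enriched in regions gained from AFE to PE, where the run of the AFE libraries could be the reason. DE and PE shared runs, and within those runs the lowest log2 odds ratio of DR5 was 2.56, so the run of AFE is not needed for the enrichment. Among the 7893 regions gained in PE against both other groups, 42 (0.532%) held DR5, and their median distance to a protein-coding TSS was 29769 bp.

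The OTX/GSC motif was in 35.01% of the regions lost from AFE to PE, a log2 odds ratio of -3.44. The sequencing run of the AFE libraries is a candidate explanation, and 0 pairs of AFE and PE libraries shared a run. The run of the AFE libraries and the group therefore cannot be told apart within this contrast. In DE vs PE, where runs were shared, the motif was also more frequent in lost regions (-1.77, with -1.56 and -1.33 in the within-run pairs). The run of AFE is thus not needed for a loss of the motif towards PE. Its part in the larger value of AFE vs PE stays open. In DE vs AFE the motif was more frequent in gained regions (1.18).

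The windows of 1 Mb with the largest surplus were also chosen after the values had been seen. In DE vs AFE, chromosome 14 from 68000001 to 69000000 held 38 gained and 12 lost regions around ACTN1, RAD51B and ZFP36L1, and chromosome 7 from 133000001 to 134000000 held 1 gained and 30 lost around CHCHD3 and EXOC4. In DE vs PE, chromosome 2 from 9000001 to 10000000 held 20 gained and 8 lost regions around ADAM17, ASAP2, CPSF3, GRHL1, IAH1, ITGB1BP1, MBOAT2, TAF1B and YWHAQ, and chromosome 3 from 164000001 to 165000000 held 3 gained and 31 lost regions and no protein-coding TSS. In AFE vs PE, chromosome 1 from 41000001 to 42000000 held 14 gained and 3 lost regions around EDN2, FOXO6, HIVEP3, SCMH1, SLFNL1 and an unnamed gene, and chromosome 13 from 53000001 to 54000000 held 4 gained and 26 lost regions around OLFM4. No explanation was tested for these windows.

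The promoter share of regions lost from DE to PE was 3.82% here. That is lower than the value quoted from the study above. The values rest on different sets of regions (presence or absence of peaks here, changes in read counts in the study) and on different promoter annotation, and the part these play in the gap was not tested.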
